A study of Danio rerio with 6 samples.

How the data were processed

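Gene expression was measured by RNA sequencing in 3 biological samples of adult zebrafish inner ear cells, each represented by 2 technical replicates. The 6 resulting sets of reads are called libraries here. Technical replicates of a sample carry the same index in the labels and differ in lane, so they come from 1 prepared library. Per the labels, 2 samples held GFP-positive hair cells and 1 sample held GFP-negative surrounding cells. Each sample held 2000 cells from females 11 to 13 months old. The groups were taken from the sample titles. Total RNA was purified with a Qiagen miRNeasy kit and turned into cDNA with a Clontech SMART-Seq kit, a full-length method for small amounts of RNA that includes amplification.

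The authors mapped the reads to zebrafish genome build GRCz10, which the submitters' processing notes name. The aligner, the read counter, the annotation release and the use of strand are not given in the sources used here. The authors deposited 1 table of RPKM values, reads per kilobase of gene model scaled to the mapped reads of the library, with an Ensembl gene identifier, a symbol and a chromosome for each gene and a column for each library. The deposited RPKM values were scaled only to each library's mapped reads and gene lengths, so that a few very abundant transcripts lower the RPKM of all others in a library. The table held 31387 gene rows, of which 26520 were above 0 in at least 1 library. The 4 columns with the authors' averages and standard deviations were not used, because they spread over technical replicates. Gene symbols were used as the table gives them. Of the gene identifiers, 25922 (82.6%) were also present in a current table of gene names.

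Depth was recovered from the steps between low RPKM values, since the value of a gene in a library is a whole multiple of what 1 read is worth. The mapped totals were required to be whole numbers in every library. Whole reads within 0.001 of a read were then recovered for all of the 15803 genes tested. Among the 9649 genes of few reads that were used to find the totals, 98.7% had a whole gene length, within 1e-04 of a base. Whole lengths for most of these genes were also a condition for accepting the totals. Whole totals and whole lengths are thus no separate check on the recovered depth. The smallest length that gave whole reads was taken for each gene, so reads of some genes may be too low by a common factor in all libraries. Reads were not collapsed to molecules, so counting error covers only part of the technical error.

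Technical replicates were compared by a chi-square test per gene on the recovered reads, over genes with enough reads to test. They were then averaged on the RPKM scale and counted as 1 sample. Values are given as mean±s.d. over the 2 hair cell replicates (n = 2), and the surrounding cell value is the mean of 2 technical replicates of 1 sample, with no replicate spread.

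Hair cells were compared with surrounding cells on log2(RPKM + 1), with genes kept where at least 1 biological sample reached 1 RPKM. The comparison used limma 3.58.1 in R 4.3.3 with a moderated variance that follows mean expression. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1 in either direction. Differences are hair cells minus surrounding cells on the log2(RPKM + 1) scale, which understates the change of genes of low RPKM. The fit had 1 residual degree of freedom, which came from the pair of hair cell samples, and 3.42 degrees of freedom after moderation. The single surrounding cell sample was therefore assumed to vary like the hair cell samples. An exact permutation test of 2 samples against 1 cannot give a p below 0.333. A rule of size with no test was applied as well. It took genes with a mean of at least 1 RPKM in the higher group and a difference of at least 2-fold on the log2(RPKM + 1) scale in both hair cell replicates.

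The fit was tested on simulated reads for the same layout of samples, with 200 changed genes among 12907 and a squared coefficient of variation of 0.06 in every sample. The measured value between the hair cell replicates was 0.0436 over 3863 genes of at least 10 RPKM. Of 50 genes changed 2-fold, 8% were called, against 84% of those changed 4-fold and 100% of those changed 8-fold or 16-fold. Of 12707 unchanged genes, 0.0157% were called. When the surrounding cell sample was simulated with 4 times that squared coefficient of variation, 8.92% of 12764 unchanged genes were called. The simulation held a far smaller share of changed genes than the 35.8% of tested genes called in the data. The cut that the adjustment sets on p depends on that share, so these rates do not carry over to the data.

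The 26 gene lists covered hair cell functions, supporting cells, other cell types of the ear, stress, energy metabolism, the cell cycle, ribosomal proteins and the proteasome. For each list the median log2 difference, the members called over all genes tested, and the count adjusted over the list alone were computed. Members below 1 RPKM in every sample were left out, so shares are of tested members. Tested were 10 of 20 members found for ion channels and receptors, 17 of 26 for hair cell transcription factors and 25 of 34 for the ribbon synapse. The median was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. The bins held equal numbers of genes, so the most abundant transcripts were matched with less abundant ones. The mean was over all 3 samples, 2 of them hair cells, so random lists of abundant genes can lean towards hair cells. For ribosomal protein genes the random range was 0.23 to 1.17, beside a median of 0.15 over all tested genes. A list was said to stand apart outside the central 95% of these, which chance gives for about 1 list in 20. Among 100 random lists of 20 genes, 3 stood apart, and 91 of 100 did after a shift of 1 was added to their members. The percentiles describe these libraries and are not p-values. Ribosomal protein, proteasome and nuclear oxidative phosphorylation genes were taken by symbol pattern. The rules that matched a list symbol to numbered copies in the table, or to an older symbol through its identifier (18 members), were added after the table was seen.

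The named genes were fixed by rule. They were pou4f3, the 10 genes most higher and the 10 most lower among called genes of at least 10 RPKM in the higher group, the 4 members of each list with the largest difference in either direction, the 10 most abundant genes of each group, and the 5 genes most different between the hair cell replicates in each direction. Some genes that the rule names are not reported here. Tests, lists, naming rules and alternatives were fixed before the data were examined, apart from those said to be added later. The alternatives were other pseudocounts (0.1 and 5 RPKM), no filter and a filter of 5 RPKM, median-ratio scaling, quantile normalization, removal of mitochondrially encoded genes, either technical replicate alone, a variance with no trend, technical replicates as observations with and without a block for the sample, other size rules, and each hair cell replicate left out. A fit of the recovered reads with precision weights (limma's voom), and 2 trimmed lists, were added after seeing the data. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for the tables and plots.

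Copies of a gene family with near-identical sequence, such as the her4, krt, hsp70 and taar genes, may share reads, and their separate levels are uncertain. Genes that overlap on opposite strands are likewise uncertain, since the use of strand is not given.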

Results

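Hair cells, the mechanosensory receptor cells of the inner ear, were compared with the cells around them in adult zebrafish. Hair cells were marked by green fluorescent protein under the promoter of pou4f3, a hair cell transcription factor gene, and were pooled from the lagena, utricle and saccule. The hair cell group had 2 biological replicates and the surrounding cell group, collected as cells without fluorescence, had 1. By the labels, hair cell replicate 1 and the surrounding cells share the name prefix fish, and replicate 2 has the prefix zhc. The replicates may thus come from different preparations. The surrounding cell name also holds WT, which the labels do not explain. If it means fish without the marker, lack of fluorescence would not exclude hair cells. Each sample was sequenced as 2 technical replicates. The mapped reads numbered 16058483 and 15843692 in the libraries of hair cell replicate 1, 51566819 and 50791022 in those of replicate 2, and 17281834 and 17066800 in those of the surrounding cells. Replicate 2 was thus sequenced 3.21-fold deeper than replicate 1. Reads in genes made up 58.6% of the mapped reads in replicate 1, 61.1% in replicate 2 and 51.0% in the surrounding cells. Between 12300 and 12435 genes reached 1 RPKM in each hair cell library, and 13137 and 13044 did in the surrounding cell libraries.

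The technical replicates of each sample differed by about the sampling noise and were counted as 1 sample. They share an index in the labels, so this agreement covers sequencing and not library preparation. A chi-square test on reads gave p under 0.05 for 5.48% and 5.83% of genes in the hair cell samples and 5.82% in the surrounding cells. The chi-square per gene was 1.09 and 1.099 in the hair cell samples and 1.06 in the surrounding cells, where sampling alone gives 1. It was 36.8 between the hair cell replicates and 371 between hair cell replicate 1 and the surrounding cells. Across 15803 genes, which are not independent replicates, the Pearson correlation of log2(RPKM + 1) was 0.973 between the hair cell replicates. It was 0.538 between each hair cell replicate and the surrounding cells. Between the hair cell replicates, 421 genes (2.66%) were at least 2-fold apart, against 6644 (42.0%) between hair cell replicate 1 and the surrounding cells.

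The first question was which genes set hair cells apart from the cells around them. The transcript of pou4f3 (ENSDARG00000006206, chromosome 9), whose promoter drove the fluorescent marker, stood at 152 and 84.0 RPKM in the hair cell replicates and at 0.146 RPKM in the surrounding cells, where it had 5 reads. Its log2 difference was 6.64 (SE 0.44, limma adjusted p = 0.00719). The 10 genes most higher in hair cells were led by calcium-binding proteins. The parvalbumin gene pvalb9 (ENSDARG00000071601, chromosome 12) had 6435±612 RPKM against 4.76, and pvalb8 had 4280±429 against 3.60. The S100 genes s100s and s100t had 4104±1117 RPKM against 2.78 and 8990±682 against 7.48. The annexin gene anxa5a and the calcium-binding protein gene cabp2b differed by 9.77 and 8.77 on the log2 scale. Annexin genes as a family went mostly the other way, with 9 of 14 tested called lower and 1, anxa5a, called higher. The others of the 10 were cd164l2, si:ch73-199k24.2, calml4a and atp1b2b, a sodium pump beta subunit gene, with differences from 8.24 to 9.57. These 10 genes all had an adjusted p of 0.00719, the lowest value the fit gave.

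The genes most lower in hair cells were led by keratins of epithelial cells. The keratin gene krt91 (ENSDARG00000036830, chromosome 19) stood at 0.675±0.0805 RPKM in hair cells and 4159 in the surrounding cells, a log2 difference of -11.28 (SE 0.21, limma adjusted p = 0.00719). The keratins krt97, krt4 and krt1-19d were also among them, with differences of -10.76, -9.08 and -8.66, and krt97 was listed at 0 in hair cell replicate 1. The fatty acid binding protein gene fabp1b.2, the matrix protein gene matn4, and icn2, si:dkey-248g15.3, si:dkey-193p11.2 and CABZ01118678.1 made up the rest, with differences from -10.29 to -8.51. The most abundant transcript of the surrounding cells was coch, which encodes the matrix protein cochlin, at 13365 RPKM against 173±9.58 in hair cells. It was followed among nuclear genes by zgc:153154, icn, ptgdsb, krt91 and krt5.

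In all, 2799 of 15803 genes were called higher in hair cells and 2851 lower by limma at an adjusted p under 0.05 and a log2 difference of at least 1. At least 4-fold differences were found for 1321 of the higher and 1197 of the lower genes. The rule of size alone gave 2942 genes higher and 2838 lower. Higher genes were 49.5% of the calls, against 37.0% in a fit of recovered reads with precision weights that was added after seeing the data, which called 2204 higher and 3750 lower. With a filter of 5 RPKM the share was 61.3%, from 2709 higher and 1713 lower, and with median-ratio scaling 40.9%. Of the calls, 2019 higher and 2635 lower genes were also called by that fit. The test rested on the spread between 2 hair cell samples and on the assumption that the lone surrounding cell sample varied alike, and counts fell to 1603 and 1225 with a pseudocount of 5 RPKM. With no filter they were 1464 and 1740.

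**Figure D1:**
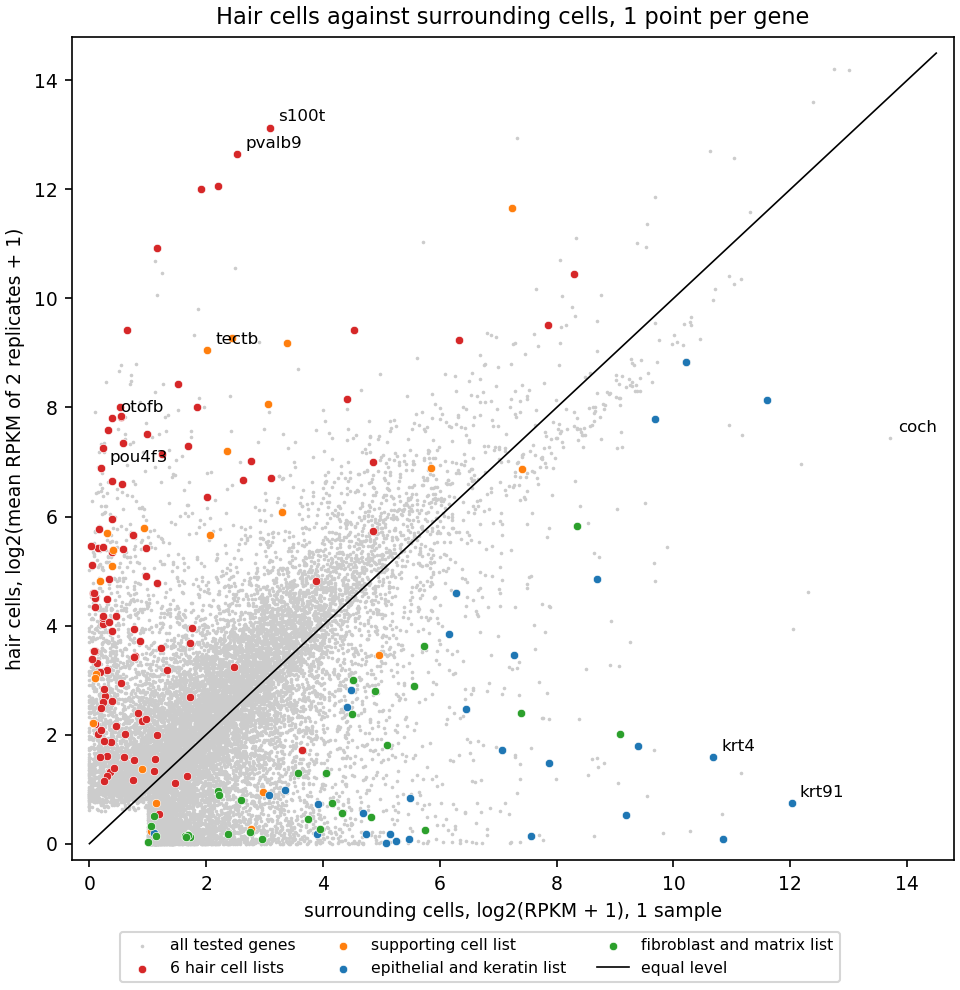
Level of each of the 15803 tested genes in surrounding cells (horizontal axis, log2(RPKM + 1) of 1 sample) and in hair cells (vertical axis, log2 of the mean RPKM of 2 replicates plus 1), with members of 9 fixed gene lists in color. Genes of the 6 hair cell lists lie mostly above the line of equal level and keratin and matrix genes below it, and coch lies far to the right at 13365 RPKM in surrounding cells.

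Genes of the mechanotransduction complex, which opens in response to deflection of the hair bundle, were higher in hair cells for 12 of 13 tested members, and for 12 adjusted over the list alone. The channel genes tmc2a and tmc2b had 255±34.3 and 53.5±10.8 RPKM against 0.439 and 0.119. The transduction complex gene lhfpl5a had 226±11.1 RPKM against 0.453, and ush1c, a scaffold of the upper tip link, had 41.9±1.86 against 0.101. Hair bundle genes were higher for 24 of 26 members (25 adjusted over the list alone), with a median log2 difference of 3.47. Examples were the actin bundling genes fscn2b and espnla, with differences of 6.04 and 5.21, the myosin gene myo6b with 5.55, and baiap2l2b with 5.59. No member of these lists was called lower.

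Ribbon synapse genes, which serve the release of transmitter from hair cells, were higher for 19 of 25 members (20 adjusted over the list alone). The otoferlin gene otofb had 222±24.7 RPKM against 0.303, and the vesicular glutamate transporter gene slc17a8 had 152±7.27 against 0.180. The genes dnajc5b and cacnb3b, the latter a calcium channel beta subunit, differed by 7.30 and 7.26 on the log2 scale. Calcium-binding genes were higher for 13 of 17 members, and for 13 adjusted over the list alone, where 1 more was lower. Ion channel and receptor genes were higher for 6 of 10 tested members, of 20 found, over all genes and over the list alone. They included chrna9, a subunit of the receptor for efferent acetylcholine, at 99.1±0.125 RPKM against 0.315, and the potassium channel genes kcnj2a and kcnq5a with differences of 5.90 and 3.72. Transcription factor genes of hair cells were higher for 13 of 17 members by either adjustment. Besides pou4f3 they included gfi1aa with 183±18.1 RPKM against 0.974, gfi1ab with 257±44.4 against 2.60, and isl1 with 41.0±3.51 against 0.329. The medians of all 6 hair cell lists, from 2.22 to 4.33, lay above all 10000 matched random lists. Their sizes moved with the processing, from 0.41 to 4.13 over the alternatives for ion channels and receptors, 1.03 to 4.17 for ribbon synapse, 1.095 to 4.70 for transcription factor, 1.72 to 5.23 for hair bundle, 2.15 to 4.90 for calcium-binding and 2.36 to 6.17 for mechanotransduction genes. Each stayed above the central 95% of random lists in every alternative.

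Cilium genes were higher for 30 of 36 members (33 adjusted over the list alone), with a median of 2.11. The tektin genes tekt3 and tekt1 differed by 4.72 and 3.89, lrrc6 by 3.93, and foxj1a, a regulator of motile cilia, by 4.22. Notch pathway genes were higher for 18 of 26 members by either adjustment, and notch2 was the only member called lower. The Notch target genes her4.1, her4.2_1, her4.4 and her15.1 were all higher, with 250±60.6 RPKM against 0.936 for her4.1 and log2 differences of 6.32, 4.92 and 4.42 for the others. Genes of supporting cells, the non-sensory cells of the sensory epithelium, were also higher in the hair cell samples for 16 of 26 members (17 adjusted over the list alone). The cilium, Notch pathway and supporting cell lists are not hair cell lists, and the higher gene lfng stands in both of the latter. The median of the supporting cell list was 2.96, and its members cx43 and fgfr3 were called lower, with 5 members lower adjusted over that list alone. The tectorin genes tectb and tecta had 530±34.6 and 51.0±0.433 RPKM in hair cells against 3.03 and 0.234. The connexin gene cx30.3 had 615±137 RPKM against 4.41, and stm, which encodes the otolith matrix protein starmaker, had 581±30.2 against 9.49. The genes isl1 and six1b stand in hair cell lists too, and without them the median was again 2.96. Over the alternatives the medians ranged from 1.15 to 3.20 for cilium, 0.89 to 2.98 for Notch pathway and 1.83 to 4.55 for supporting cell genes. Otolith and endolymph genes went both ways, with 9 of 19 higher (10 adjusted over the list alone) and 4 lower by either adjustment. Of the higher members, stm, otogl, tecta and tectb stand in the supporting cell list too, so the 2 lists are not separate results. The otolith matrix gene otomp, at 176±32.3 RPKM against 1.11, was among the higher, and atp1a1a.1, ca2, ca15a and foxi1 were the lower ones. The median of this list was 1.43, and without hair cell replicate 1 it was 1.15 and no longer stood apart.

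Markers of other cell types were mostly lower in hair cells. Epithelial and keratin genes were lower for 27 of 30 members (29 adjusted over the list alone), with a median of -4.05. Fibroblast and matrix genes were lower for 27 of 31 members by either adjustment, with ctgfa at 3.03±1.01 RPKM against 544 and the collagen and matrix genes lum, col2a1a and col6a1 at differences of -5.51, -5.08 and -4.33. Endothelial genes were lower for 8 of 11 members by either adjustment, led by fli1a, flt4, egfl7 and pecam1 with differences from -3.17 to -2.07. Leukocyte genes were lower for 13 of 20 members (14 adjusted over the list alone), among them the antigen presentation genes cd74a and cd74b with -4.89 and -5.60. Against that direction, CD37 and the lysozyme gene lyz were higher in hair cells, at 83.2±20.4 RPKM against 0.566 and 26.8±6.53 against 0.722. Schwann cell and glia genes were lower for 6 of 10 members by either adjustment, with the myelin genes pmp22a and mbpb at -4.02 and -1.73. Muscle genes were lower for 15 of 19 members by either adjustment, with pvalb4, mylpfa and pvalb1 at -3.63, -3.53 and -3.38, whereas desma, the desmin gene, was higher with 3.20. Of 2 tested pigment cell genes, tyrp1b was lower. The medians of the endothelial, leukocyte, Schwann cell and muscle lists lay between -1.70 and -1.34 and stood apart from random lists. The endothelial list no longer did so with a filter of 5 RPKM. Over the alternatives the medians ranged from -5.84 to -3.00 for epithelial and keratin, -4.81 to -1.30 for fibroblast and matrix, -6.39 to -0.58 for endothelial, -3.18 to -0.68 for leukocyte, -2.28 to -0.54 for Schwann cell and glia, -3.49 to -0.62 for muscle and -4.42 to -0.22 for pigment cell genes.

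Neuron genes did not stand apart as a list, with 3 of 11 members higher and 1 lower by either adjustment. The higher members included sncb and isl2b, with differences of 5.78 and 3.20, and ntrk2a was lower with -3.13. Red blood cell genes had no member called of 8 by limma over all genes or over the list alone, with 1 at an unadjusted p under 0.05, whereas the fit of recovered reads called 4 lower. The haemoglobin genes hbaa1, ba1l and ba1 had differences of -1.72, -1.28 and -0.79 with adjusted p of 0.146, 0.254 and 0.413. Blood transcripts took 0.0847% of summed RPKM in hair cell replicate 1, 0.0283% in replicate 2 and 0.133% in the surrounding cells.

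**Figure D2:**
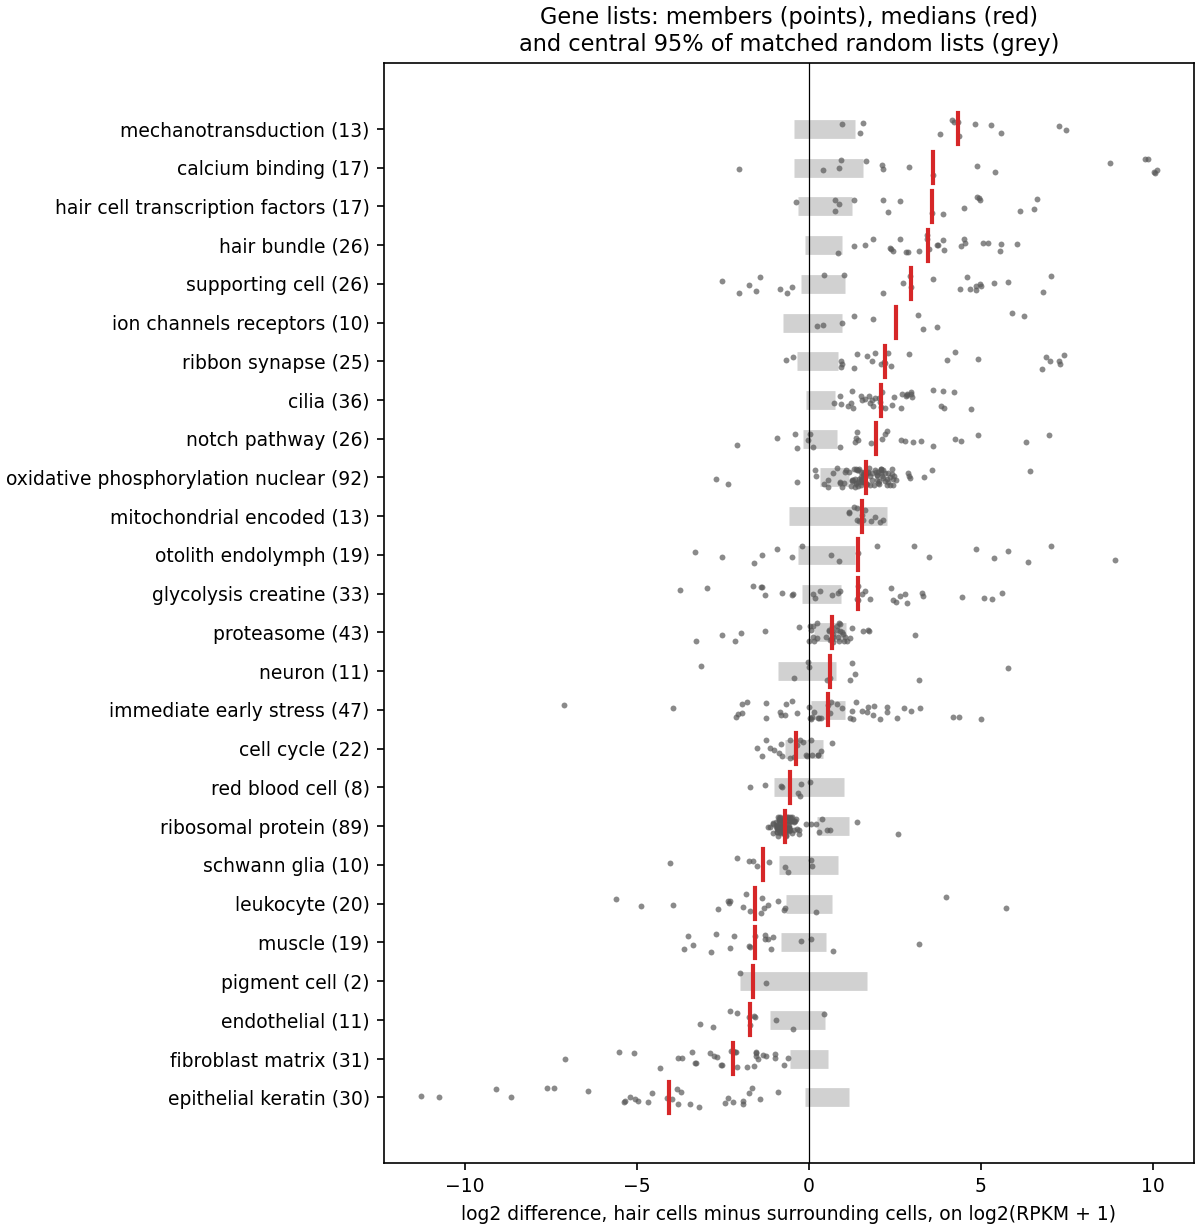
Log2 difference between hair cells and surrounding cells on the log2(RPKM + 1) scale (horizontal axis) for the members of 26 gene lists (points), with each list's median (red) and the central 95% of 10000 random lists matched on expression (grey); the number of tested members follows each name. Medians run from 4.33 for mechanotransduction to -4.05 for epithelial and keratin genes, and 19 lists lie outside their grey range.

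Nuclear genes for the complexes of oxidative phosphorylation were higher for 77 of 92 members (79 adjusted over the list alone), with a median of 1.67. The gene ndufa4 had 247±14.6 RPKM against 1.85, and cox7a2a, cox4i1l and cox6b1 differed by 3.59, 3.35 and 2.95. The paralogs cox6a2 and ndufa4l2a were lower. Mitochondrially encoded genes were higher for 10 of 13 members by either adjustment. Their median of 1.54 lay within the range of random lists matched on expression (-0.58 to 2.27). The genes mt-atp8, mt-atp6, mt-nd3 and mt-nd4 differed by 2.15, 2.06, 1.93 and 1.82. The abundant mt-co1, mt-co2 and mt-co3 differed by 1.16, 1.46 and 1.18 with adjusted p of 0.193, 0.0920 and 0.147. Mitochondrially encoded transcripts made up 22.2% and 19.7% of summed RPKM in the hair cell replicates and 9.56% in the surrounding cells. Glycolysis and creatine genes were higher for 17 of 33 members by either adjustment, and 5 were lower (6 adjusted over the list alone). The median of this list was 1.42, and 0.25 to 1.71 over the alternatives. The myoglobin gene mb had 7870±275 RPKM against 159, the creatine kinase gene ckbb had 2097±0.729 against 51.7, and tpi1a and ckmt1 differed by 5.09 and 4.47.

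Ribosomal protein genes had a median of -0.70, below all random lists, but 83 of 89 members were not called. Of the others 4 were lower and 2 higher, and none was called adjusted over the list alone. At an unadjusted p under 0.05 there were 41 members, and the fit of recovered reads called 36 lower and 2 higher. The lower members included rps2 and rps3a with -1.14 and -1.18. Of the higher members, rps8b differed by 2.61 and rps6kb1a encodes a kinase. It is among 12 kinase or binding protein genes that the symbol pattern took in, of 91 genes found. The counts above include those that were tested, and without them the median was -0.72. Transcripts of the whole list made up 5.88% and 6.63% of summed RPKM in the hair cell replicates and 12.9% in the surrounding cells. Proteasome genes did not stand apart, with 9 of 43 members higher and 4 lower by either adjustment. The lower ones included psmb8, psmb9a and psmb10, the subunits of the immunoproteasome, with -3.27, -2.14 and -2.52. The most higher, psmc3ip with 3.10, is no proteasome subunit. Cell cycle genes had 3 of 22 members lower (cdc6, ccnd1 and ccnb3, none adjusted over the list alone) and none higher, with 7 members at an unadjusted p under 0.05 and 8 lower in the fit of recovered reads. Immediate early and stress genes did not stand apart and went both ways, with 15 of 47 higher (16 adjusted over the list alone) and 8 lower by either adjustment. The gene klf2a was lower with -7.13, and EGR4 and hsp70.2 were higher, at 32.3±5.17 RPKM against 0.0298 and 66.0±28.1 against 2.11.

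The hair cell replicates were then set beside each other as values, since no test can compare 1 sample with 1. The genes most higher in replicate 2 included the heat shock genes hsp70.1, at 11.0 RPKM in replicate 1 and 90.7 in replicate 2, and hsp70.3, at 16.5 and 89.8. Others were si:ch73-138i16.1, paip2b and h2afvb. The genes most higher in replicate 1 were an unnamed gene (ENSDARG00000041873, chromosome 20), at 40.8 and 0.0816 RPKM, si:ch211-5k11.6, zgc:153704, zgc:92880 and exosc1. The immediate early and stress list had a median of -0.32 for replicate 1 minus replicate 2, at percentile 0.08 of random lists, and the red blood cell list had 1.01, at percentile 100. Fibroblast and matrix (0.17), ribbon synapse (0.16), hair cell transcription factor (0.11), calcium-binding (0.06) and epithelial and keratin genes (0.02) also lay outside the central 95% of random lists, at percentiles from 97.6 to 99.5, where chance gives 1.3 of 26 lists. The stress and red blood cell differences between groups thus held a replicate difference of this size, and hsp70.1 and hsp70.3 were not called (adjusted p = 0.156 and 0.0627).

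**Figure D3:**
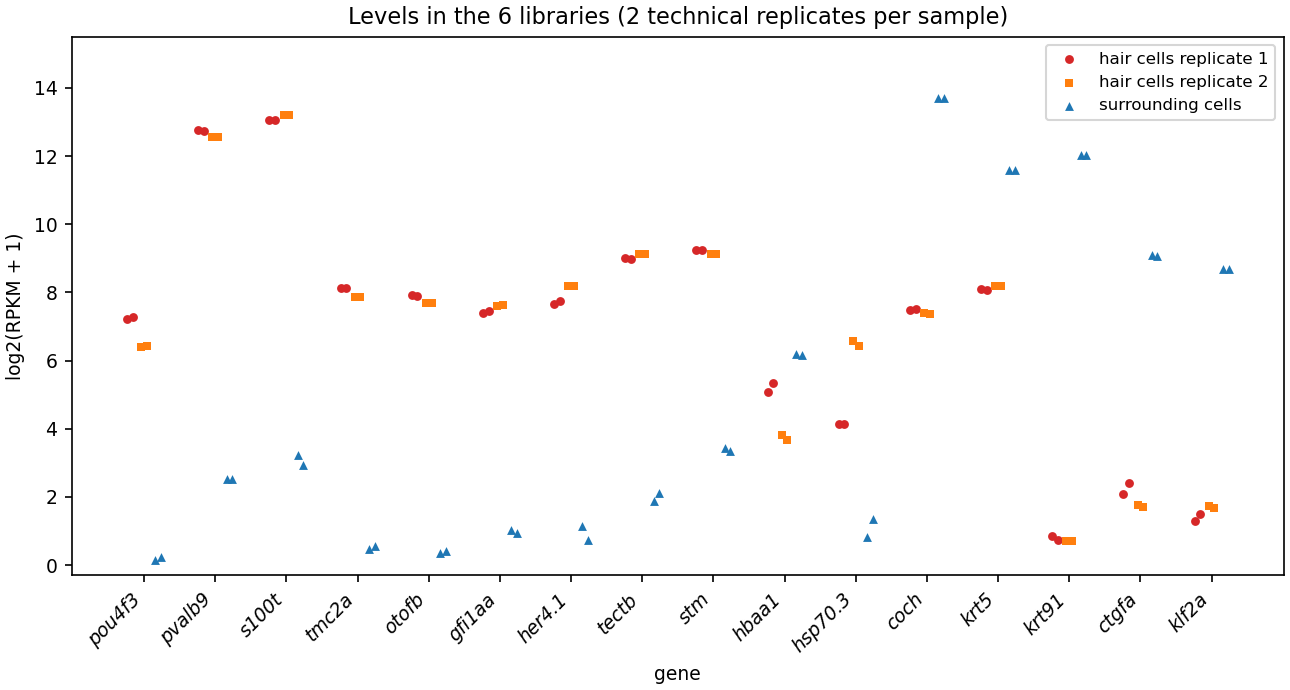
Levels of 16 named genes as log2(RPKM + 1) (vertical axis) in each of the 6 libraries, with hair cell replicate 1 as circles, replicate 2 as squares and surrounding cells as triangles. Technical replicates lie on or close to each other, whereas hsp70.3 and hbaa1 part the hair cell replicates.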

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

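No paired analysis was possible because the groups compared share 1 replicate number. Hair cell replicate 1 shares a name prefix with the surrounding cells and replicate 2 does not, so replicate and preparation cannot be told apart. The fit of recovered reads and the trimmed lists were chosen after the data were seen. Of 312 medians of the gene lists under the alternatives, 303 kept their side of the central 95% of random lists, with the direction kept by every list that stood apart. Of 1933 values of the 130 named genes, 1833 kept both, 40 lost their call, 60 gained one and none reversed. Calls could not be counted without either hair cell replicate, since 1 sample against 1 leaves no test. The values then given for named genes lie within the replicate spread by construction. These values, 130 for each replicate left out, are counted among the 1833 and could hardly have come out otherwise. With replicates left out, the rule of size gave 3407 to 3682 genes higher and 3237 to 3322 lower.

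Counts of calls moved by over 1.5 times in few settings. A pseudocount of 5 RPKM gave 1603 higher and 1225 lower, no filter 1464 and 1740, and a filter of 5 RPKM 1713 lower. The larger pseudocount shrinks differences of low genes, and the filters change the number of genes tested (26520 with none, 8429 at 5 RPKM). The rule of size gave 4678 and 7632 at 0.1 RPKM and 2-fold on RPKM itself, and 1190 and 1074 at 4-fold. The median of all genes, 0.15, moved by -0.19 with median-ratio scaling, -0.12 with quantile normalization and -0.20 with recovered reads.

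The otolith and endolymph median fell inside the random range with a pseudocount of 5 RPKM (0.73), with no filter (0.0946) and with technical replicate 1 only (1.26). It also did so without hair cell replicate 1 (1.15), but not without replicate 2 (1.71). The same held for the endothelial median with a filter of 5 RPKM (-2.98) and for glycolysis and creatine genes with no filter (0.25). The neuron median came to stand apart with a pseudocount of 0.1 RPKM (1.28) and with recovered reads (1.22). The red blood cell median did so without hair cell replicate 1 (-1.16), but not without replicate 2 (-0.14). For these lists the cause was not tested. The correlation between hair cell replicates was 0.975 on RPKM and 0.958 as Spearman's rho. Depth limits how surely genes of few reads are measured. Of the tested genes, 74 were listed at 0 in surrounding cells and 145 in both hair cell samples, and whether depth accounts for these was not tested.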

Other observations

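Gene families were grouped by the start of their symbols after the data were seen, and 141 families had at least 10 tested genes. Of these, 13 lay among the most extreme 0.1% of random lists matched on expression, counting both ends, where independent draws give 0.141. Family members may share reads and are not independent draws. Several of the 13 overlap the fixed lists, which hold all rpl and rps genes, 11 of 13 krt, 18 of 35 col and 25 of 74 atp genes. The fixed lists hold none of the ccl, wnt, ccdc, ttll and taar genes. The genes named here were chosen after their values were seen. The medians of these 13 families kept their direction under median-ratio scaling, quantile normalization, removal of mitochondrial genes and the fit of recovered reads. Their sizes moved by over 1.5 times in the fit of recovered reads for the ccl (-5.23), wnt (-3.15), klf (-2.27), collagen (-3.06), cfap (4.63) and taar (2.66) families. Chemokine genes with ccl symbols had 14 of 21 members lower in hair cells and a median of -1.89. The most abundant were ccl44 at 331 RPKM and ccl25b at 136 RPKM in surrounding cells, with log2 differences of -6.09 and -4.28, whereas ccl19a.1 was higher with 2.99. Wnt ligand genes had 8 of 14 lower and a median of -1.55, with wnt2 and wnt3 at 165 and 97.8 RPKM in surrounding cells. The Wnt gene wnt7aa was called higher in hair cells, with 2.67. Krüppel-like factor genes had 10 of 20 lower, with klf2b at -5.22, and klf13 higher at 1.60.

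On the other side, cfap genes of cilia and flagella had 10 of 11 higher and a median of 2.72, and tubulin tyrosine ligase-like genes (ttll) had 7 of 11 higher and a median of 1.62. Both bear on the cilium list, of which 3 cfap genes were members. Genes with ccdc symbols had 28 of 73 higher, led by ccdc105 and ccdc65 with 4.82 and 4.35, and 7 lower. Genes for trace amine-associated receptors (taar), an olfactory receptor family, had 5 of 14 higher, such as taar20n and taar20a at 2.57 and 2.08, with taar19i lower. Their levels were low, and the separate levels of near-identical copies are uncertain.

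Of the tests below, the one on hair cell genes of 100 to 500 RPKM was written down before its result was seen, and the other 5 were chosen after.

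Genes of supporting cells were higher in both hair cell replicates than in surrounding cells. Of 24 members that no hair cell list holds, 14 were called higher and 2 lower, and the median stayed at 2.87 or more under every scaling. These scalings moved the median of all genes by -0.097 to -0.20, far less than the difference of the list. The test could thus hardly have come out otherwise, and shows just that the difference exceeds what these scalings move. RNA of supporting cells that stayed attached to the collected hair cells may account for it, and so may expression by hair cells themselves. Between the hair cell replicates these genes had a median of -0.18 for replicate 1 minus replicate 2, inside the range of random lists (-0.27 to 0.05), whereas 108 hair cell list genes had 0.09, above theirs (-0.17 to -0.01). How many supporting cells the surrounding cell pool held is not known, so a low level there may enter the difference as well. With a single pair of hair cell samples and no profile of pure supporting cells these explanations cannot be told apart.

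A few abundant hair cell transcripts stood in the surrounding cell sample at similar low shares. Among 57 nuclear genes of at least 500 RPKM in hair cells, 9 had shares between 0.0633% and 0.115% of the hair cell level, such as anxa5a, s100s, pvalb9 and atp1b2b, and the others had higher shares. Among 219 other genes of 100 to 500 RPKM, 0 had fewer reads than the share of 0.0633% gives at a Poisson p under 0.01, but just 4 stood below 2 times that share, so the test had little chance to come out otherwise, and hair cell RNA in the surrounding cell pool and low expression by surrounding cells cannot be told apart. Reads exchanged at equal rates with hair cell replicate 1 are argued against, since 3 of 83 abundant surrounding cell genes (krt97, fabp1b.2 and krt91) stood there far below that share, as krt97 had 0 reads where 55.6 were due. Exchange from replicate 2 alone stays open.

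Of 13 mitochondrially encoded genes, 10 were called higher in hair cells. The median of the list, 1.54, lay inside the range of random lists matched on expression (-0.58 to 2.27), so the list did not stand apart. That range leans towards hair cells, and the most abundant of these transcripts were matched with less abundant genes. Not standing apart is thus weak evidence that the list resembles other abundant genes. The lowest median over other scalings was 1.28. These scalings moved the median of all genes by just -0.12 to -0.20, so they could hardly have removed the difference. The nuclear genes of the same complexes had a median of 1.67 and ribosomal protein genes, abundant in the cytosol, had -0.70. Loss of cytosolic RNA from damaged hair cells and a higher content of respiratory chain transcripts cannot be told apart, since such a loss leaves room for nuclear genes to differ either way.

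The 4 blood genes of at least 10 RPKM in a hair cell replicate were all higher in replicate 1, by 2.65-fold to 13.3-fold.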
